A study of Mus musculus with 6 samples. Its data were reported in "LSM14B is an Oocyte‐Specific RNA‐Binding Protein Indispensable for Maternal mRNA Metabolism and Oocyte Development in Mice" (2023).

How the data were processed

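Gene expression values of 6 RNA-Seq libraries were analysed, 3 from WT and 3 from Lsm14b-KO GV-stage FGOs of mice, with 20 oocytes per library. Groups and replicate numbers were taken from the sample titles and genotype labels. Per the labels, total RNA was amplified by Smart-seq2 and sequenced as 150 bp pairs on an Illumina HiSeq instrument. The labels name 2 different library kits in 2 places, so the kit is left open here, and neither says whether the libraries are stranded.

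The authors trimmed the reads, aligned them to the mm10 mouse genome with tophat2 (version 2.0.13), computed FPKM with cufflinks (version 2.2.1) and compared the groups with cuffdiff (version 2.2.1) at default parameters. The annotation is not stated. The deposited table holds 1 FPKM column per library and 24255 genes in 11 columns. Its fold change column is the log2 of the mean Lsm14b-KO FPKM over the mean WT FPKM, although its name reads the other way. The authors' deposited log2 values matched that ratio in 11542 of 11574 cells that were finite and not 0. A further 1858 cells hold an infinite value, and 890 hold a spreadsheet error where the Lsm14b-KO mean was 0. The deposited p-values and q-values are those of cuffdiff. The lowest p in the authors' deposited table is 5e-05 and is shared by 726 genes, and 19975 genes have a p of 1, which also stands for genes cuffdiff did not test. A spreadsheet program had turned 27 gene symbols into dates. These genes stayed in the fits but could not be named. FPKM is relative to each library's total, and the deposited FPKM sums differ between libraries, so a change in a few abundant or in many short transcripts moves the values of all others. Many deposited loci are shared: 2301 loci hold 5708 genes. Coordinates were therefore taken from GENCODE vM21 (GRCm38, the same assembly as mm10).

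The deposited FPKM values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 1 of the 6 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with genotype as the only term. The p-values were adjusted by the Benjamini-Hochberg method over the 6398 tested genes, and all tests were two-sided. The pseudocount of 1 and the minimum of 1 FPKM follow, per the labels, the authors' choice of genes for clustering. For Lsm14b and Mastl the exact permutation test of the 6 log2 values was added. It cannot give a two-sided p below 0.10. Gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the 11 sets, and again with fry and with an estimated correlation. The sets were the anaphase-promoting complex, the spindle assembly checkpoint, CDK1-cyclin B and its regulators, and the subcortical maternal complex. Further sets were the star factors, the partner proteins named by the study, and 5 families defined by symbol. The star factors were those that the study's main text gives as examples among the LSM14B-bound mRNAs. The table holds no counts, so a count model was not fitted.

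A gene was named in the text by a rule fixed in advance. It covered Lsm14b, Lsm14a, Mastl, the 13 meiotic genes and 5 partners named by the study, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, groups that did not overlap and a mean of at least 5 FPKM. Marker genes of cumulus and granulosa cells, of red blood cells and of oocytes were also listed in advance. Transcript length and GC content came from GENCODE vM21 transcripts and were found for 6321 (98.8%) of the tested genes, by current or older symbol, taking the longest transcript with a RefSeq match where there was one. The correction for length and GC content subtracted, in each library, a loess fit of the deviation from the gene's mean on both. Copies of the named genes were searched for with blastn 2.17.0 among all GENCODE transcripts, at 95% identity or more over at least 200 nt.

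Relative depth was estimated from genes with very low values in 2 libraries, where the commonest ratio of their FPKM is that of 1 fragment to 1 fragment. Depending on the library, 187 to 311 of 604 to 691 such genes gave that ratio. Deeper libraries list more genes above 0: 10305, 10553 and 10346 in the WT libraries and 10926, 11597 and 11733 in Lsm14b-KO replicates 1, 2 and 3. A gene listed at 0 can be one whose estimate failed. Of 84 cytosolic ribosomal protein symbols, 13 were at 0 in at least 1 library, and of 39 proteasome symbols, 9 were. For Lsm14b and Ddx6, which are listed at 0 in some libraries, each library's value is given in place of a mean.

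The fits were tested on simulated data with the spread of the real genes. With 200 of 6398 simulated genes changed, limma called 14.0% of the 100 genes changed by 2-fold and 60.0% of the 100 genes changed by 4-fold, and 7.5% of its calls were genes that had not been changed. In unchanged data it called 0 of 5728 genes, with 307 at an unadjusted p under 0.05. Where only a length trend had been put in, 3917 of 6023 genes were called, and 48 of 5957 after the correction. With 3 libraries per group and 200 changed genes, most 2-fold changes were therefore missed. The share missed in the real fit, which called 1383 genes, was not simulated.

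The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, a mean of at least 1 or 5 FPKM, scaling by median-of-ratios factors or to TPM, quantile normalization, the replicate number as a block, the correction for length and GC content with and without that block, eBayes without a trend or with robust hyperparameters, quality weights per library, leaving out each library in turn, a threshold of 0.01, a 2-fold minimum, and the authors' deposited q-values. After seeing the data, the set of star factors was also replaced by the longer listing in the study's supplement, without Lsm14b (49 genes, 43 of them tested). The polysome, protein-binding and proteome data of the study were not analysed here.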

Results

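The transcriptomes of germinal vesicle (GV)-stage fully-grown oocytes (FGOs) of wild type (WT) and Lsm14b-knockout (Lsm14b-KO) mice were compared by RNA-Seq. FGOs at the GV stage are immature oocytes that have finished growth and are held in prophase of the first meiosis. LSM14B is an RNA-binding protein of the LSM14 family, and the KO allele disrupts its gene with a reporter cassette. Each library was made from 20 oocytes, with 3 libraries per genotype and 6 in all. Females had been primed with 5 IU of PMSG, a gonadotropin that promotes follicle growth, 46 h before the oocytes were collected. RNA was reverse transcribed and amplified by the Smart-seq2 procedure, which makes cDNA from a few cells. The deposited table lists the expression of 24255 genes as FPKM, that is, fragment numbers scaled to transcript length and to the mapped fragments of the library. In all 6 libraries, 9930 of these genes were listed at 0, and 6398 genes reached at least 1 FPKM in at least 1 library. These 6398 genes were tested.

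Read counts per library were not used here, so the depth is known only in relative terms, from the size of the steps between the lowest FPKM values. Set to 1 in WT replicate 1, the relative depth was 1.14 and 1.03 in WT replicates 2 and 3. It was 1.33, 1.95 and 2.17 in Lsm14b-KO replicates 1, 2 and 3. The sums of FPKM went the other way. They were 1244182, 1171905 and 1141324 in the WT libraries, and 1029728, 564671 and 676656 in Lsm14b-KO replicates 1, 2 and 3. The number of genes at 1 FPKM or more was 4845 ± 10.7 (SD, n = 3) in the WT group and 4910 ± 47.6 (SD, n = 3) in the Lsm14b-KO group. The 100 most abundant genes held 71.7% ± 0.42 (SD, n = 3) of the summed FPKM in WT and 71.6% ± 0.90 (SD, n = 3) in Lsm14b-KO libraries.

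The targeted gene was examined first, since it checks the labels. Lsm14b (chromosome 2, 180024987 to 180035465, plus strand, GRCm38/mm10, protein coding) had 2.77, 3.98 and 1.72 FPKM in WT replicates 1, 2 and 3. It was listed at 0, 0 and 0.10 FPKM in Lsm14b-KO replicates 1, 2 and 3. All 3 Lsm14b-KO values lay below all 3 WT values, with a fitted log2 fold change of -1.85 (SE 0.25) on the log2(FPKM + 1) scale and an adjusted p of 0.0038 in limma. This scale understates the change of genes with low values. The fold change moved most at a pseudocount of 0.01, to -6.90, and stayed negative and past the threshold in all 19 alternatives that gave a value (adjusted p 1.3e-05 to 0.0299 in limma). The exact permutation test of the 6 values gave a two-sided p of 0.10, the smallest that 3 libraries against 3 allow. In the authors' deposited table the same gene had a q of 0.27. Its paralog Lsm14a (chromosome 7, 34344646 to 34393315, minus strand, overlapping 4 other annotated genes) was not past the threshold: it had 18.6 ± 1.35 FPKM (SD, n = 3) in WT and 19.5 ± 3.64 FPKM (SD, n = 3) in Lsm14b-KO libraries. Its log2 fold change was 0.05 (adjusted p 0.886 in limma), and the scaling moved it, to 0.72 under TPM scaling (adjusted p 0.156) and to -0.016 under the length and GC correction described below. Over its 20 alternatives the adjusted p ran from 0.156 to 0.996.

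**Figure D1:**
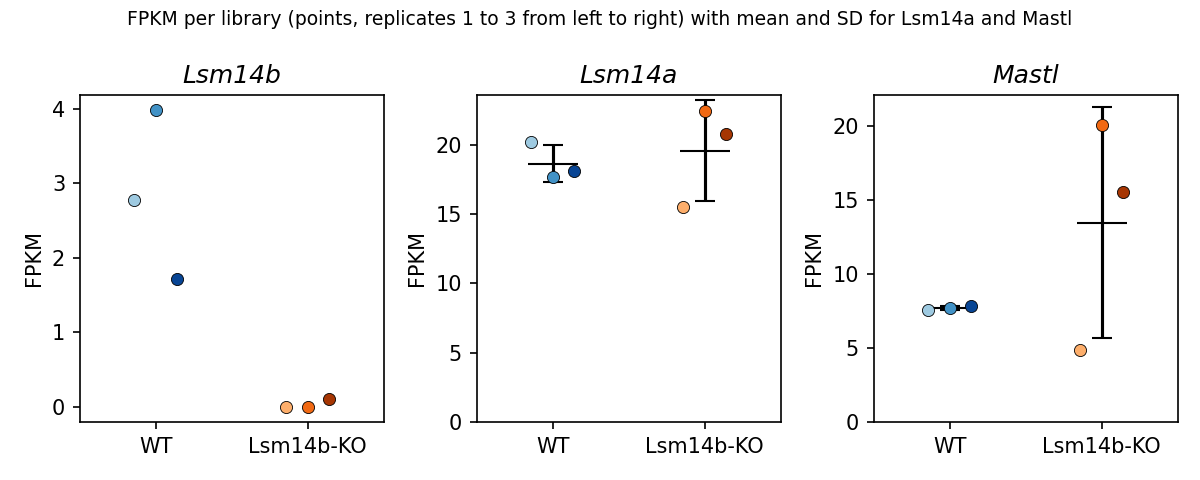
FPKM of Lsm14b, Lsm14a and Mastl in each of the 6 libraries, with 1 point per library (replicates 1 to 3 from left to right) and, for Lsm14a and Mastl, the group mean and SD as bars. The Lsm14b values of the Lsm14b-KO libraries lie at 0, 0 and 0.10 FPKM, below all WT values, and the Mastl values of the Lsm14b-KO libraries lie on both sides of the WT values.

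How alike the libraries were was described by Pearson's r of log2(FPKM + 1) across the 6398 tested genes. Genes are not independent replicates, so these values carry no test. Within the WT group r was 0.981 to 0.986. Within the Lsm14b-KO group it was 0.974 between replicates 2 and 3, 0.960 between replicates 1 and 3, and 0.917 between replicates 1 and 2. Lsm14b-KO replicate 1 had an r of 0.952 to 0.954 with the WT libraries, whereas replicate 2 had 0.867 to 0.890 and replicate 3 had 0.917 to 0.929. Replicate 1 was thus closer to the WT libraries than to Lsm14b-KO replicate 2. The lowest r within a group, 0.917, moved most when Spearman's rho was used in place of Pearson's r, to 0.835. The median SD of a gene's log2(FPKM + 1) was 0.21 among the WT and 0.37 among the Lsm14b-KO libraries.

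To find the transcripts that differ between WT and Lsm14b-KO FGOs, limma was fitted to log2(FPKM + 1). It gave 1383 genes with an adjusted p under 0.05, of which 408 (29.5%) were higher and 975 lower in Lsm14b-KO FGOs. At an unadjusted p under 0.05 there were 2518 genes. Of the 1383 genes, 1039 differed by at least 2-fold on this scale, 239 of them higher and 800 lower. In 1382 of them the 3 values of one group lay beyond all 3 of the other. Among all tested genes, 2882 (45.0%) were separated in this way, against the 10% that chance gives for 3 against 3. The balance of directions depended on the scaling. When every library was scaled to the same FPKM sum (TPM), 900 genes (64.7%) were higher and 490 lower, and the median log2 fold change of the tested genes shifted by 0.51. With quantile normalization 540 (42.4%) were higher and 735 lower, with a shift of the median of 0.14. After a per-library correction for transcript length and GC content 575 (41.2%) were higher and 819 lower, again with a shift of 0.14. By ratio the count moved most, to 315 genes, without Lsm14b-KO replicate 3, and it rose most, to 4383 genes, when limma estimated a quality weight for each library, an estimate that did not converge. Without Lsm14b-KO replicate 1 there were 2898 genes. Leaving out WT replicates 1, 2 and 3 gave 396, 397 and 462 genes, and leaving out Lsm14b-KO replicate 2 gave 865.

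The authors' deposited table holds 1992 genes with a q under 0.05, 841 of them higher and 1151 lower in Lsm14b-KO FGOs. The fold changes of 1991 of these calls in the authors' deposited table are finite numbers. All 1991 had the same sign in the limma fit (100%, 95% Wilson interval 99.8% to 100%), which rests on the same libraries and is not independent of them. Of those 1991 calls in the authors' deposited table, 1134 (57.0%) were also past the threshold in limma. Conversely, 249 of the 1383 limma calls had a q of 0.05 or more. In 1623 (81.5%) of the 1992 calls of the authors' deposited table the 2 groups did not overlap.

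The largest rises among well-expressed genes were those of Tceal8, Malat1, Ftl1, Hsph1 and Hspa8. Tceal8 (chromosome X, 136168984 to 136172342, protein coding) rose from 11.6 ± 2.50 FPKM (SD, n = 3) to 323 ± 186 FPKM (SD, n = 3), a log2 fold change of 4.56 (SE 0.43, adjusted p 0.00121 in limma). Malat1 (chromosome 19, 5795690 to 5802672, a long non-coding RNA) rose from 4.62 ± 0.22 to 60.2 ± 6.80 FPKM (SD, n = 3 each). Its log2 fold change was 3.44 (SE 0.24, adjusted p 0.000544 in limma). Hsph1 (chromosome 5, 149614287 to 149636376, protein coding) rose from 5.05 ± 0.12 to 45.8 ± 4.88 FPKM (SD, n = 3 each), a log2 fold change of 2.95 (SE 0.23). Ftl1 (chromosome 7, 45457944 to 45459884) and Hspa8 (chromosome 9, 40800984 to 40810087) had log2 fold changes of 3.14 (adjusted p 0.00338 in limma) and 2.77 (adjusted p 0.0204 in limma). Both values are uncertain, since the annotation holds 6 near-identical copies of Ftl1 and 9 of Hspa8 elsewhere in the genome. The Hspa8 call was lost without any one of the WT libraries and without Lsm14b-KO replicate 3. Without WT replicate 1 its log2 fold change was 2.50 with an adjusted p of 0.1002 in limma, and over its 20 alternatives the adjusted p ran from 4.75e-06 to 0.1002. The calls of the other 4 genes were kept in all 6.

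The largest falls were those of Pfdn4, Tmem128, LOC330796, 0610009B22Rik and Cmtm8. Pfdn4 (chromosome 2, 170496428 to 170519123, protein coding, overlapping 2 genes on the other strand) fell from 5726 ± 845 FPKM to 152 ± 155 FPKM (SD, n = 3 each). Its log2 fold change was -5.71 (SE 0.64, adjusted p 0.00202 in limma). The Lsm14b-KO libraries were unequal, with 331, 49.8 and 75.8 FPKM of Pfdn4 in replicates 1, 2 and 3. 0610009B22Rik (chromosome 11, 51685386 to 51688874, protein coding) fell from 5437 ± 738 to 267 ± 223 FPKM (SD, n = 3 each), a log2 fold change of -4.65 (SE 0.53, adjusted p 0.00214 in limma). Tmem128 (chromosome 5, 38260185 to 38269634) and Cmtm8 (chromosome 9, 114789345 to 114844156) had log2 fold changes of -5.26 and -4.58. LOC330796, whose symbol had no match in the annotation used and whose deposited locus is chromosome 8, 71166043 to 71206948, had a log2 fold change of -5.03. In each of these 5 genes all 3 Lsm14b-KO values lay below all 3 WT values, and Lsm14b-KO replicate 1 had the highest of the 3. The calls of all 5 were kept in each of the 6 fits that left out a library.

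The study names 13 genes of meiotic progression as misregulated in Lsm14b-KO FGOs, 10 as higher and 3 as lower, and these were examined next. The list was chosen from the same libraries, so it is not independent evidence. The study also measured meiotic genes by qRT-PCR, reports their changes as borne out, and reports a higher WEE1 protein level. Those measurements are not part of these libraries and were not analysed here. All 13 changed in the named direction, and 6 had an adjusted p under 0.05 over all genes tested. These were Bub1, Esco2, Fbxo5 and Wee1 (higher) and Anapc10 and Cdc26 (lower). Adjusted over the list alone, 9 of the 13 passed, with Bub3, Mapk3 and Cks2 in addition. In the authors' deposited table all 13 had a cuffdiff q under 0.05, from 0.000295 to 0.0435. Wee1 (chromosome 7, 110122046 to 110143286, overlapping 1 gene on the other strand) had 0.58 ± 0.30 FPKM (SD, n = 3) in WT and 3.74 ± 0.24 FPKM (SD, n = 3) in Lsm14b-KO FGOs, a log2 fold change of 1.61 (SE 0.21, adjusted p 0.00328 in limma). Anapc10 (chromosome 8, 79711820 to 79779059, overlapping 2 genes on the other strand and with 1 near-identical pseudogene) fell from 77.7 ± 12.9 to 14.3 ± 15.5 FPKM (SD, n = 3 each). Its log2 fold change was -2.83 (SE 0.63, adjusted p 0.0201 in limma). Cdc26 (chromosome 4, 62383654 to 62408642, overlapping 1 gene on the other strand and with 1 near-identical pseudogene) fell from 32.7 ± 4.35 to 5.59 ± 4.11 FPKM (SD, n = 3 each), with a log2 fold change of -2.52 (SE 0.41, adjusted p 0.00661 in limma). Esco2 (chromosome 14, 65819038 to 65833994) rose from 152 ± 12.8 to 386 ± 97.7 FPKM (SD, n = 3 each). Fbxo5 (chromosome 10, 5799160 to 5805600, with 3 near-identical copies) and Bub1 (chromosome 2, 127801122 to 127831865) had log2 fold changes of 1.87 (adjusted p 0.0475 in limma) and 0.94 (adjusted p 0.0451 in limma). Among the other 7 genes, those named as higher were Mapk3 (log2 fold change 1.47, adjusted p 0.0506 in limma), Ccnb2 (0.86, adjusted p 0.138), Tpx2 (0.75, adjusted p 0.178), Bub3 (0.71, adjusted p 0.0583), Plk1 (0.67, adjusted p 0.122) and Wee2 (0.67, adjusted p 0.239). Cks2 (chromosome 13, 51645232 to 51650660, with 3 near-identical pseudogenes) had a log2 fold change of -1.24 (adjusted p 0.0974 in limma). Their Lsm14b-KO replicate 1 values were often near the WT values: Ccnb2 had 24.7, 30.3 and 33.6 FPKM in the WT libraries and 30.7, 63.3 and 80.3 FPKM in Lsm14b-KO replicates 1, 2 and 3. Without Lsm14b-KO replicate 1, all 13 genes had an adjusted p under 0.05 in limma. Without Lsm14b-KO replicate 3, or without any one of the WT libraries, 2 did, and without Lsm14b-KO replicate 2, 4 did. Wee1 and Cdc26 were kept in all 6 of these fits, Anapc10 and Esco2 in those without Lsm14b-KO replicate 1 or 2, and Bub1 and Fbxo5 only in that without Lsm14b-KO replicate 1.

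**Figure D2:**
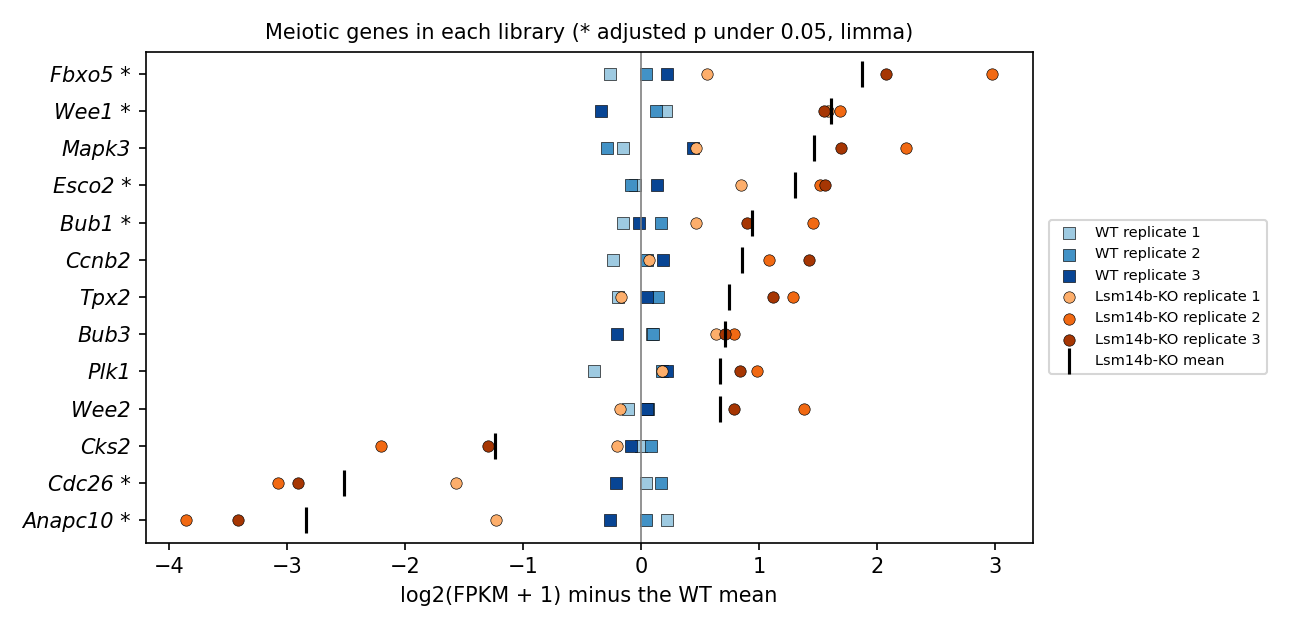
Log2(FPKM + 1) of the 13 meiotic genes in each of the 6 libraries, as the difference from the WT mean (horizontal axis, log2 units). Squares are WT and circles Lsm14b-KO libraries, bars are Lsm14b-KO means, and an asterisk marks the 6 genes with an adjusted p under 0.05 in limma. Lsm14b-KO replicate 1 (light circles) lies nearest to 0 of the 3 Lsm14b-KO libraries in 12 of the genes.

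Mastl was examined because the study compares an mRNA level that did not differ by qRT-PCR with a lower protein level. Mastl (chromosome 2, 23115606 to 23156024, minus strand, protein coding) had 7.70 ± 0.15 FPKM (SD, n = 3) in WT and 13.5 ± 7.82 FPKM (SD, n = 3) in Lsm14b-KO FGOs. The 3 Lsm14b-KO values were 4.84, 20.1 and 15.5 FPKM, so they lay on both sides of the WT values. The log2 fold change was 0.54 (SE 0.45, adjusted p 0.383 in limma), and the exact permutation test of the 6 values gave a two-sided p of 0.40. The difference was within the spread between replicates. In the authors' deposited table Mastl had a log2 fold change of 0.81 and a q of 0.0437. Lsm14b-KO replicate 1 decided the call in limma: without it the log2 fold change was 1.10 with an adjusted p of 0.00498. Over its 20 alternatives the adjusted p ran from 0.000625 to 0.792, with 2 past the threshold and all in the same direction.

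The study describes 5 partner proteins of LSM14B as reduced in Lsm14b-KO oocytes, and of their mRNAs 4 had a higher fitted level and 1, Ybx2, a slightly lower one that was not past the threshold. Patl2 (chromosome 2, 122120108 to 122186189, overlapping 2 genes on the other strand) rose from 0.47 ± 0.03 to 3.02 ± 1.05 FPKM (SD, n = 3 each), a log2 fold change of 1.42 (SE 0.23, adjusted p 0.00624 in limma). Its cuffdiff q in the authors' deposited table was 0.23, and none of the 5 genes had a q under 0.05 there. Ddx6 (chromosome 9, 44604892 to 44640731, overlapping 3 annotated genes) was listed at 0, 0 and 0.34 FPKM in the WT libraries and had 0.82, 3.48 and 1.35 FPKM in Lsm14b-KO replicates 1, 2 and 3. The Ddx6 fit had an adjusted p of 0.0347 in limma, but among the 6 fits that each left out a library it stayed past the threshold only without Lsm14b-KO replicate 1. Without Lsm14b-KO replicate 2 the log2 fold change was 0.91 and no longer past it, and over its 18 alternatives the adjusted p ran from 0.000181 to 0.123. Spin1 (chromosome 13, 51100880 to 51152546) had 1852 ± 26.2 FPKM (SD, n = 3) in WT and 3253 ± 1097 FPKM (SD, n = 3) in Lsm14b-KO FGOs, a log2 fold change of 0.76 (adjusted p 0.114 in limma). Without Lsm14b-KO replicate 1 it was 0.99 with an adjusted p of 0.00962, and over its 20 alternatives the adjusted p ran from 0.000457 to 0.2602. Eif4enif1 (chromosome 11, 3202392 to 3244588) and Ybx2 (chromosome 11, 69935796 to 69941605) had log2 fold changes of 0.32 (adjusted p 0.308 in limma) and -0.06 (adjusted p 0.846 in limma), and that of Ybx2 changed sign under every scaling tried.

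Groups of genes fixed in advance were tested with limma's camera, using its preset inter-gene correlation of 0.01, to see whether they moved against the other genes. Of 11 sets, 6 had an adjusted p under 0.05. The 73 mitochondrial ribosomal protein genes had a median log2 fold change of -1.16 (adjusted p 1.7e-08), and 64 of them were lower in Lsm14b-KO FGOs. The 40 complex I genes had -0.77 (adjusted p 0.00457, 36 lower). The 79 cytosolic ribosomal protein genes had -0.49 (adjusted p 0.0254, 57 lower), which changed sign to 0.10 under TPM scaling and to 0.17 after the length and GC correction. Relative to the median of all tested genes it was -0.41, -0.33 under TPM scaling and 0.10 after the correction. The 5 LSM14B partners had a median of 0.76 (adjusted p 0.0316, 4 higher). The 15 oogenesis star factors had 0.48 (adjusted p 0.0254, 11 higher). They are the tested part of the 18 that the study's main text gives as examples among the LSM14B-bound mRNAs. The 8 genes of the subcortical maternal complex had 0.57 (adjusted p 0.0461, 7 higher). These 3 medians kept their sign under every scaling tried. Under TPM scaling, which raised the median of all tested genes, none of the 3 sets passed in camera. The adjusted p there was 0.0687 for the partners, 0.0571 for the star factors and 0.0687 for the subcortical maternal complex. The star factors named by the study include Patl2, Ybx2 and components of the subcortical maternal complex, so the 3 sets are not independent of each other. The other 5 sets did not pass in camera. The anaphase-promoting complex (12 genes) had a median of -0.47 (adjusted p 0.290), which was 0.19 under TPM scaling. The proteasome (31 genes) had -0.57 (adjusted p 0.155), which was 0.10 under TPM scaling. Relative to the median of all tested genes, these 2 sets stayed lower under TPM scaling, at -0.24 and -0.33. The spindle assembly checkpoint (10 genes) had 0.07 (adjusted p 0.290), and CDK1-cyclin B and its regulators (11 genes) had 0.19 (adjusted p 0.358). The zinc finger genes with a Zfp symbol (130 genes) had -0.11 (adjusted p 0.979), which changed sign under TPM scaling, to 0.44, under quantile normalization, to 0.10, and after the length and GC correction, to 0.04. The median of all tested genes was -0.08. Limma's fry needs no preset correlation but asks a different question. It tests whether the genes of a set changed together, without setting them against the other genes. Of the 6 sets called by camera, 3 passed under fry: the mitochondrial ribosomal proteins, the star factors and the partners. A pass there does not show that a set moved against the other genes. Under fry the anaphase-promoting complex and the spindle assembly checkpoint passed as well (adjusted p 0.0151 each), and the checkpoint set also passed in camera under quantile normalization (adjusted p 0.0480, range over its alternatives 0.0480 to 0.586). With an inter-gene correlation estimated from the data none of the 11 sets passed, and none had an unadjusted p under 0.05. After the length and GC correction, 2 calls were left, those of the mitochondrial ribosomal proteins (median -0.75, adjusted p 1.28e-07) and the star factors (median 0.48, adjusted p 0.0241). Over their alternatives the adjusted p ran from 3.21e-13 to 3.56e-05 for the former and from 0.00305 to 0.0571 for the latter. A longer listing of star factors in the study's supplement, tried after seeing the data, had 43 tested genes with a median of 0.50 (adjusted p 0.00305 in camera, 0.0141 after the length and GC correction), but it did not pass under fry (adjusted p 0.14). In the 6 fits that each left out a library the calls of these 2 sets and of complex I were kept. That of the partners was lost without WT replicate 2 (adjusted p 0.0546), and that of the cytosolic ribosomal proteins without WT replicate 2 (0.0546) or Lsm14b-KO replicate 2 (0.105). That of the subcortical maternal complex was kept only without WT replicate 3 (0.0213) or Lsm14b-KO replicate 1 (0.0346). The proteasome passed without Lsm14b-KO replicate 1 (0.0346) and with no filter on low values (0.0215), with a range of 0.0215 to 0.458 over its 20 alternatives.

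Transcript length was related to the fold change, which bears on every comparison above. Across the 6321 tested genes with an annotated length, Spearman's rho of length and log2 fold change was 0.36, and genes are not independent replicates. Genes called lower had a median transcript length of 1664 nt, genes called higher 3130 nt, and all tested genes 2259 nt. Per doubling of length the log2 level rose by 0.10, 0.47 and 0.31 in Lsm14b-KO replicates 1, 2 and 3, relative to the WT libraries. In WT replicates 1, 2 and 3, each against the other 2, the slopes were -0.02, -0.01 and 0.03. After the correction for length and GC content, rho was -0.00179 and 1394 genes had an adjusted p under 0.05 in limma. Of the 1383 genes called without it, 1363 had an annotated length, and 1097 of these (80.5%) were called again with the same sign.

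**Figure D3:**
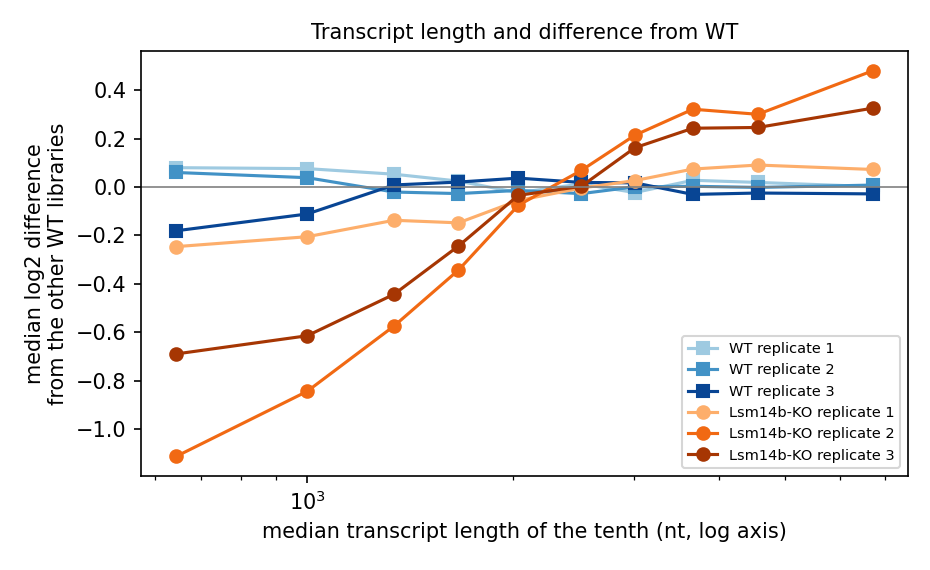
Median log2(FPKM + 1) difference of each library from the WT libraries other than itself (vertical axis, log2 units) in 10 groups of the tested genes by transcript length (horizontal axis, nt, log scale). In the group of the shortest transcripts the 3 Lsm14b-KO libraries lie at -0.25, -1.11 and -0.69, and in the longest at 0.07, 0.48 and 0.33, while the WT libraries stay between -0.18 and 0.08.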

Values the study reported

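For the comparison of WT with Lsm14b-KO GV-stage FGOs, the study reported 2285 differentially expressed genes, of which 970 were higher and 1315 lower in the knockout. It called genes with cuffdiff at a false discovery rate below 0.05.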

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

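The alternatives here were chosen before the data were examined, except the longer listing of star factors, which was chosen after seeing the data. The Lsm14b result kept its direction and its side of the threshold in all 19 alternatives that gave a value (adjusted p 1.3e-05 to 0.0299 in limma). With a mean of at least 5 FPKM it was filtered out. A count model had been planned for a table with counts and was not run, since the table holds FPKM.

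The number of genes with an adjusted p under 0.05, 1383 in the report, stayed within 1.5 times under other pseudocounts, scalings, eBayes settings and corrections. It was 720 (178 higher, 542 lower) with no filter on low values, where 14325 genes were tested, and 862 (179 higher) with a mean of at least 5 FPKM, where 2560 were tested. It was 4383 (1962 higher, 2421 lower) with quality weights. There limma gave Lsm14b-KO replicate 3 a weight of 34.2 and replicates 1 and 2 weights of 0.142 and 0.217, and the estimate did not converge, so these counts rest mainly on 1 Lsm14b-KO library. It was 356 (47 higher, 309 lower) at a threshold of 0.01. With a 2-fold minimum 239 were higher. By the authors' deposited q-values 841 were higher. Across the 6 fits that each left out one library the count ran from 315 to 2898, the higher genes from 39 to 1151 and the lower genes from 276 to 1747. The lowest values came without Lsm14b-KO replicate 3 and the highest without Lsm14b-KO replicate 1, whose values lie nearest to WT.

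TPM scaling turned the majority, to 900 higher and 490 lower. It divides each library by its FPKM sum, which was lower in the Lsm14b-KO libraries, so it raises their values. It shared 897 of the 1383 calls.

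The labels give both genotypes replicates 1, 2 and 3. The deviations of same-numbered libraries from their group means correlated across genes at 0.19, -0.13 and 0.02, so the numbers do not pair the libraries. With the replicate number as a block 1244 genes passed (353 higher, 891 lower).

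Of the authors' deposited calls, 99.7% had the same sign after the length and GC correction, with or without the replicate block, and 99.7% to 100% across the fits without one library. The number of study-named meiotic genes past the threshold, 6 in the report, was 3 with no filter, 13 with quality weights and 2 to 13 across the fits without one library (13 without Lsm14b-KO replicate 1). Mastl passed the threshold with quality weights (log2 fold change 0.92). Across the fits without one library its log2 fold change was 0.17 to 1.10, and it passed only without Lsm14b-KO replicate 1. Its adjusted p ranged from 0.000625 to 0.792 over 20 alternatives.

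Of the gene sets, 6 passed in the report. The number was 3 with a mean of at least 5 FPKM, 2 under TPM scaling, 2 after the length and GC correction, 2 after that correction with the replicate block, and 3 to 7 across the fits without one library. With the longer listing of star factors it was 6. With the estimated correlation 0 passed and 0 had an unadjusted p under 0.05. The lowest correlation between libraries of a group was 0.885 at a pseudocount of 0.1, 0.872 with a mean of at least 5 FPKM and 0.835 as Spearman's rho.

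Some results changed direction, none of them past the threshold on both sides. Lsm14a had a log2 fold change of -0.016 after the length and GC correction, with or without the replicate block, and -0.050 to 0.20 without one library. That of Ybx2 was 0.027 with median-of-ratios scaling, 0.50 with TPM, 0.047 with quantile normalization, 0.061 after the length and GC correction with or without the replicate block, 0.14 with quality weights and -0.19 to 0.077 without one library. Among set medians, TPM scaling gave 0.19 for the anaphase-promoting complex, 0.10 for the proteasome, 0.10 for the cytosolic ribosomal proteins and 0.44 for the zinc finger genes. TPM scaling raises the median of all tested genes by 0.51, and relative to that median the first 3 stayed negative, at -0.24, -0.33 and -0.33, so their sign turned with the scale and not against the other genes. The length and GC correction, with or without the replicate block, gave 0.17 for the cytosolic ribosomal proteins and 0.038 for the zinc finger genes. These were also 0.10 with quantile normalization and 0.022 with no filter, and the checkpoint genes were at -0.015 with a mean of at least 5 FPKM. Apart from these, 58 other comparisons of single genes, sets and the list-wise count became weaker, 37 stronger and 4 moved, while 690 were the same.

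Except where the construction of a setting shows it, the cause of these changes was not tested. Depth limits the results at low values. Deeper Lsm14b-KO libraries list more genes above 0, and a gene such as Lsm14b, at 1.72 to 3.98 FPKM in WT, rests on few fragments.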

Other observations

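The tests on how the length trend varies within the Lsm14b-KO group, on fragment length, and on granulosa and blood markers were chosen only after the result was seen. So were the WT shares after the length and GC correction, the count of the nearest WT library, and the correlations of WT differences with differences within the Lsm14b-KO group. For the markers, the summed level replaced a count of markers once the values were known, and the pattern of the test near Lsm14b was narrowed after its p was known. The predictions of the remaining tests were written first, and what each test was taken to say was set once its value was known.

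Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p under 0.05 as the genotypes did, namely the genotype split itself, with 1383. The other 9 gave 0 or 1 gene, with 36 to 740 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so the number of splits alone cannot exclude an arrangement by chance. Other values bear on it: simulated data without changed genes gave 0 calls of 5728 genes (307 at an unadjusted p under 0.05), and the groups did not overlap in 45.0% of the tested genes against 10% by chance. Genes that vary together are not independent, which keeps these shares from being a test.

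The number of genes found by limma was 1383. That is lower than the value quoted from the study above. The genes higher in Lsm14b-KO numbered 408. That too is lower than the value quoted from the study above. The authors' deposited table holds 1992 genes with a q under 0.05, of which 841 are higher in Lsm14b-KO. Both are also lower than the values quoted from the study above.

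The fold change rose with transcript length. The tables argue against a trend with annotated length and GC content as the whole cause of the calls. After the correction 1394 genes passed the threshold, against 48 in simulated data that held only a length trend. The simulated trend was the same in the 3 libraries that carried it and was tied to annotated length. Its Spearman's rho of length and fold change was 0.96, compared with 0.36 in the real data. The 48 therefore does not say how many calls a trend that differs between libraries would leave. Fragment length in the FPKM computation matters for short transcripts, and the tables also argue against it as the whole cause. Among the 3535 genes with transcripts over 2000 nt, Spearman's rho of length and fold change was still 0.152. It was 0.25 among the 2786 shorter ones. The slopes of the 3 Lsm14b-KO libraries all exceeded those of the WT libraries, yet spanned 0.37 log2 units per doubling, from 0.10 in replicate 1 to 0.47 in replicate 2. This is consistent with a property that varies from library to library within the Lsm14b-KO group, such as RNA integrity or cDNA synthesis. A true difference of the genotype in short transcripts may add to it and remains untested. What the length trend decides is visible in single results. Cks2, with a transcript of 692 nt, had a log2 fold change in limma of -1.24 without the correction and -0.41 after it. The median of the cytosolic ribosomal protein genes went from -0.49 to 0.17. The median of the mitochondrial ribosomal protein genes went from -1.16 to -0.75.

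Lsm14b-KO replicate 1 lay between the WT and the other Lsm14b-KO libraries. On an axis from 0 (WT) to 1 (the mean of the other 2 Lsm14b-KO libraries), with different WT libraries for the axis and the position, it lay at 0.39, while replicates 2 and 3 lay at 1.10 and 0.88. It was the Lsm14b-KO library nearest to WT in 73.5% of the genes called lower and 64.2% of those called higher. The tables argue against length and GC content as the reason, since the position was 0.43 after the correction. WT RNA mixed into this library would give the same WT share from genes that fell as from genes that rose. Among 401 genes of at least 10 FPKM in WT and at least 4-fold lower in replicates 2 and 3, the median WT share was 30.2% (95% bootstrap interval 27.04% to 32.9%). Among 108 genes at least 4-fold higher it was 92.1% (88.3% to 95.9%), and after the length and GC correction the shares were 20.6% and 90.4%. A mixture alone thus gives no single share. Lsm14b itself was listed at 0 in replicate 1, but a 0 can be a failed estimate, so that value cannot decide it. By these medians, replicate 1 shared most of the fall of the strongly lower genes and little of the rise of the strongly higher ones. Both groups of genes were chosen by replicates 2 and 3, and single genes departed from the medians. Among the largest rises named in the Results, Tceal8 had 532, 176 and 261 FPKM in Lsm14b-KO replicates 1, 2 and 3. Malat1 had 63.8, 64.4 and 52.3 FPKM, and the Hsph1 value of replicate 1 lay between those of replicates 2 and 3. In Ftl1 and Hspa8 replicate 1 had the lowest Lsm14b-KO value.

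A candidate explanation for the spread is an axis of variation that is also present among WT libraries. The difference of WT replicate 3 from WT replicate 1 correlated across genes with the Lsm14b-KO effect measured against WT replicate 2, with r = 0.217, and that of WT replicate 3 from WT replicate 2 with the effect measured against WT replicate 1, with r = 0.184. The third pairing, which leaves WT replicate 3 out of the difference, gave 0.04. In 100 simulations with independent noise of the same size the largest r was 0.096. The difference of Lsm14b-KO replicate 2 from replicate 3 correlated with that of replicate 1 from the WT mean at 0.076. After the length and GC correction this r was 0.046. Both values lie below 0.096, but that simulation covered the WT differences and not this pairing. They therefore do not decide whether the change in replicate 1 itself runs along the difference between the other 2. The r to expect in that case was not simulated either. The spread within the Lsm14b-KO group was then set against WT differences, with no library in common. The difference of the mean of replicates 2 and 3 from replicate 1 had r = 0.263 with WT replicate 3 minus 1, 0.2300 with WT replicate 3 minus 2 and 0.050 with WT replicate 2 minus 1. That of replicate 2 from replicate 3 had 0.257, 0.224 and 0.050. The largest r of 100 simulations was 0.122 here. The correlations with the Lsm14b-KO effect that involve WT replicate 3 were 0.203 and 0.181 after the length and GC correction, and 0.337 and 0.324 among the 2560 genes with a mean of at least 5 FPKM. WT replicate 3 was the WT library nearest to the Lsm14b-KO values in 722 (52.2%) of the 1383 calls. Equally spread WT libraries would give 33.3%. WT replicate 3 was less like the others (r 0.981 and 0.983) than WT replicates 1 and 2 were like each other (0.986). This alone can raise its share, so the share does not show a direction. In some oocyte transcripts WT replicate 3 lay apart from the other WT libraries, towards the Lsm14b-KO mean. Nlrp5 had 29.3, 34.2 and 131 FPKM in the WT libraries and 48.0, 423 and 144 FPKM in Lsm14b-KO replicates 1, 2 and 3. Bmp15 had 183, 197 and 380 against 204, 1482 and 611 FPKM. These 2 genes were picked after their values were seen. Part of the genotype contrast may therefore run along a direction in which oocyte pools of one genotype also differ, for example in oocyte stage or handling, which the labels do not record. An effect of Lsm14b along the same direction remains open. The study states that its Lsm14b-KO mice came from homozygous males mated with heterozygous females. That cross yields no WT pups, so the WT oocytes came from other litters. Genotype therefore cannot be told apart from litter in these libraries.

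Granulosa or blood cell RNA was examined as a source of the 408 genes called higher. The 6 blood markers found in the table were listed at 0 in every library. Of 15 cumulus and granulosa markers, 7 were listed at 0 in every library, 7 had a higher and 1 a lower mean in Lsm14b-KO libraries, and 2 reached 1 FPKM in a WT library. Their summed level was 8.51 ± 2.07 FPKM (SD, n = 3) in Lsm14b-KO and 11.7 ± 1.86 FPKM (SD, n = 3) in WT libraries. The most abundant, Cyp19a1, had 8.26 to 11.5 FPKM in WT and 3.00 to 5.76 FPKM in Lsm14b-KO libraries, whereas Fshr had 0.35 to 1.68 and 1.82 to 2.07 FPKM. Without Cyp19a1 the sum was 1.63 ± 0.42 FPKM (SD, n = 3) in WT and 3.76 ± 0.66 FPKM (SD, n = 3) in Lsm14b-KO libraries, with no overlap. That sum was computed after the values were seen. The summed FPKM of the 408 genes rose by 6355, from 2585 to 8940, and the level these markers would need for such a rise is not known from the tables. Cumulus and granulosa cell RNA as a source of the higher genes cannot be told apart from its absence, since Cyp19a1 and the other markers moved in opposite directions, the full sums of the groups overlap and most markers are near 0. For blood cell RNA, none of the 6 markers has a value in any library. A 0 can be a failed estimate, but a 0 in every library was rare in families that every cell uses. It was seen in 3 of 84 cytosolic ribosomal protein symbols and 2 of 39 proteasome symbols. The blood markers thus give no sign of blood cell RNA. They cannot exclude it, since the rate of failed estimates for these markers is not known. Vim, which is listed at 0 throughout, and similar genes could be failed estimates, so the sum rests on the markers that have values. All 12 oocyte markers were above 1 FPKM in at least 1 library, 9 with a higher and 3 with a lower mean in Lsm14b-KO libraries.

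Genes near the targeted locus were compared with the rest, since an inserted cassette or a linked segment of another strain may change its neighbours. Within 5 Mb of Lsm14b, 9 of 29 tested genes (31.0%) were called, compared with 1353 of 6291 (21.5%) elsewhere (Fisher's exact test, two-sided p = 0.255). With 29 genes a local effect on those 9 calls cannot be told apart from its absence, and it was not tested for the 1353 calls elsewhere.

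The summed FPKM was lower in Lsm14b-KO libraries, and the 100 genes most abundant in WT made up 76.2% of that difference. They also held 71.6% of the summed FPKM in WT, so their part of the fall is close to their part of the total. Of these 100 genes, 90 had a lower mean in Lsm14b-KO libraries.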
